# The Circadian Clock in the Retinal Pigment Epithelium Controls the Diurnal Rhythm of Phagocytic Activity

**DOI:** 10.3390/ijms23105302

**Published:** 2022-05-10

**Authors:** Christopher DeVera, Jendayi Dixon, Micah A. Chrenek, Kenkichi Baba, Yun Z. Le, P. Michael Iuvone, Gianluca Tosini

**Keywords:** retinal pigment epithelium, retina, phagocytosis, aging, circadian clocks, *Bmal1*, transcriptome

## Abstract

The diurnal peak of phagocytosis by the retinal pigment epithelium (RPE) of photoreceptor outer segments (POS) is under circadian control and believed that this process involves interactions from the retina and RPE. Previous studies have demonstrated that a functional circadian clock exists within multiple retinal cell types and RPE. Thereby, the aim of this study was to determine whether the clock in the retina or RPE controls the diurnal phagocytic peak and whether disruption of the circadian clock in the RPE would affect cellular function and the viability during aging. To that, we generated and validated an RPE tissue-specific KO of the essential clock gene, *Bmal1*, and then determined the daily rhythm in phagocytic activity by the RPE in mice lacking a functional circadian clock in the retina or RPE. Then, using electroretinography, spectral domain-optical coherence tomography, and optomotor response of visual function we determined the effect of *Bmal1* removal in young (6 months) and old (18 months) mice. RPE morphology and lipofuscin accumulation was determined in young and old mice. Our data shows that the clock in the RPE, rather than the retina clock, controls the diurnal phagocytic peak. Surprisingly, absence of a functional RPE clock and phagocytic peak does not result in any detectable age-related degenerative phenotype in the retina or RPE. Thus, our results demonstrate that the circadian clock in the RPE controls the daily peak of phagocytic activity. However, the absence of the clock in the RPE does not result in deterioration of photoreceptors or the RPE during aging.

## 1. Introduction

Circadian clocks are present in almost all tissues and cells throughout the body [1], and the molecular mechanism responsible for the generation of circadian rhythms consists of two transcriptional translation feedback loops (TTFL) involving several genes (i.e., clock genes) and their protein products [1]. Removal of clock gene *Bmal1* (i.e., *Arntl*) abolishes circadian rhythmicity at the behavioral and cellular level [2] and induces premature aging, reduced life span, astrogliosis in the brain, and organ shrinkage [3,4].

The mammalian eye also possesses a complete circadian system that controls many physiological functions within this organ [5], and a few studies have also shown that *Bmal1* plays an important role in the maintenance of ocular health. Specifically, germline *Bmal1* knockout (KO) mice show an increased incidence in cataract, corneal inflammation [3], and reduced photoreceptor viability during aging [6]. The circadian regulation of the retinal transcriptome is also dramatically affected by *Bmal1* removal since only a few genes—out of the thousand genes that are rhythmically expressed in wild-type mice—show some rhythmicity [7]. Finally, in *Bmal1* KO mice the circadian regulation of the photopic electroretinogram (ERG) is also absent [7]. These same results are also observed in mice lacking *Bmal1* only in the neural retina [7,8]. Retinal specific *Bmal1* KO mice show alterations in retinal circuitry, and cone viability is significantly reduced during the aging process [8]. Additionally, recent studies have reported that *Bmal1* regulates the spatial expression of cone opsins in mouse retina through the activation of the gene encoding thyroid hormone deiodinase 2 (*Dio2*) [9], and regulates retinal neurogenesis [10].

The retinal pigment epithelium (RPE) is constituted as a monolayer of post-mitotic epithelial cells that play an important role in the maintenance of photoreceptor health and function [11]. Several studies have shown that the phagocytosis of the rod photoreceptor outer segment (POS) discs shows a daily peak occurring one to two hours after onset of light [12,13,14], persists in constant darkness [12,13,15] and does not depend on the brain’s master circadian clock (i.e., the suprachiasmatic nuclei of the hypothalamus) [16,17]. Consistently with these earlier results, more recent studies have demonstrated that the RPE possesses a functional circadian clock [18,19]. A previous study reported that in vivo disruption of the daily peak in phagocytic activity in beta-5 integrin KO mice has negative consequences on the health of the RPE and photoreceptors during aging [20], although more recent work suggests that the lack of the peak may not be detrimental for the health of the RPE and photoreceptors [21,22]. In our previous study, we also reported that although the daily rhythm in phagocytic activity in the RPE of dopamine D_2_ receptor (D_2_R) KO mice is no longer present, clock gene expression in the RPE is not affected by the removal of D_2_R signaling [21]. Therefore, we inferred that the lack of a negative phenotype was probably due to a persistent circadian regulation of RPE function.

The aim of the current study was to first determine whether the circadian clock located in the RPE drives the diurnal peak in the phagocytosis of POS by the RPE and then to determine whether disruption of the circadian clock in the RPE would negatively affect the health of RPE and of the photoreceptors during aging.

## 2. Results

### 2.1. Removal of Bmal1 from RPE Cells

RPE^cre^; *Bmal1^fl/fl^* mice were feed from post-natal day 60 to 74 (p60 to p74) with dox diet (i.e., RPE Bmal1 KO) or control diet (i.e., RPE Bmal1 WT); Figure 1A. Flat mount from an RPE Bmal1 WT mouse crossed with an Ai6(RLC-ZsGreen) cre reporter mouse model demonstrated about 95% cre recombinase expression (Figure 1B) with a majority of expression in RPE cells, but with rare cre recombinase expression in the plexiform layers as demonstrated in a transverse eye section (Figure 1C). Bmal1 immunoreactivity was abolished in the majority of the RPE cells (Figure 1E) and quantification of Bmal1 by Western blot indicated that Bmal1 levels were reduced by more than 70% in RPE Bmal1 KO when compared to RPE Bmal1 WT mice (Figure 1F–G, unpaired *t*-test, *p* < 0.05).

### 2.2. Loss of Bmal1 in the RPE Reduces the Daily Peak of Phagocytic Activity by the RPE

Figure 2A shows a representative immunocytochemical image of rhodopsin-positive phagosomes in the RPE. A clear daily pattern was present in the control (Figure 2B, *p* < 0.05, two-way ANOVA) whereas deletion of *Bmal1* from the RPE blunted the daily diurnal phagocytic peak at ZT1 when compared to ZT23 and ZT3 (Figure 2C, *p* > 0.1, two-way ANOVA, Tukey post hoc). The nocturnal phagocytic peak at ZT14 was not affected by *Bmal1* removal from the RPE when compared to both ZT11 and ZT17 (Figure 2C, # = *p* < 0.05, two-way ANOVA, Tukey post hoc). Wild-type controls for the retina maintained both the morning phagocytic peak (Figure 2D, * = *p* < 0.05, two-way ANOVA, Tukey post hoc) and nocturnal phagocytic peak (Figure 2D, # = *p* < 0.05, two-way ANOVA, Tukey post hoc). Removal of *Bmal1* from the retina did not affect the diurnal peak of RPE phagocytic activity at ZT1 when compared to ZT23 and ZT3 (Figure 2E, * = *p* < 0.05, two-way ANOVA, Tukey post hoc) or the nocturnal peak at ZT14 when compared to ZT11 (Figure 2E, # = *p* < 0.05, two-way ANOVA, Tukey post hoc). Interestingly, there were no differences in the total number of phagosomes engulfed in all mouse models used (Figure 2F; *p* > 0.1, one-way ANOVA). We then investigated the phagocytic activity in the different genotypes at each timepoint sampled. At most times of the day, the greatest differences amongst the three groups were observed for the RPE Bmal1 KO (Figure 2G, * = *p* < 0.05, two-way ANOVA, Tukey post hoc).

We have previously reported that activation of dopamine D2 receptor (D_2_R) signaling is required for the presence of the diurnal phagocytic peak of photoreceptor outer segments [21]. Thus, we decided to investigate whether removal of *Bmal1* from the RPE will also affect D_2_R expression. Consistent with our previous study, D_2_R expression was significantly reduced (about 70%) in RPE Bmal1 KO mice when compared to RPE Bmal1 WT mice when measured at ZT1 (Figure 3A,B; *p* < 0.05, unpaired *t*-test).

### 2.3. Loss of Bmal1 in RPE Alters the Daily Transcriptome

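RNA was sequenced from the RPE of RPE Bmal1 WT and RPE Bmal1 KO mice, 3 mice per genotype at each of ZT1, ZT7, ZT13 and ZT19, which gives 24 libraries in 8 groups. The sample records describe the tissue as the posterior segment without the neural retina, so that choroid and sclera were present beside the RPE, and 2 RPE isolates of each mouse were pooled. Ribosomal RNA was depleted before a stranded total RNA library was made. The authors aligned the reads with Bowtie2 and counted them per gene with HTSeq, and the deposited values are whole-number counts. The use of strand in the counting is not given, so genes that overlap another gene on the opposite strand are uncertain. Total counts per library ran from 2069527 to 10572612 with a median of 7000040.5. Of 53700 genes in the table, 24965 had enough counts to be tested, 16722 of them protein coding. Time was tested within each genotype, and the genotypes were compared over all 24 libraries, with edgeR's quasi-likelihood test on TMM-normalized counts and Benjamini-Hochberg adjustment at 0.05. The 50 gene lists and the rule for the genes to be named were fixed before the data were examined.
Transcripts of other cell types varied between libraries of the same group. Counts on genes of olfactory and vomeronasal receptors, which are silent in the eye, were at 687 to 3470 CPM in 5 libraries and at 76.8 to 349 CPM in the other 19. These 5 are the first replicates of RPE Bmal1 WT at ZT7 and ZT19 and of RPE Bmal1 KO at ZT1, ZT7 and ZT13, and the limit of 500 CPM that sets them apart was chosen after the values were seen. Mitochondrially encoded genes took 3.86% to 41.7% of the counts.

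**Figure D1:**
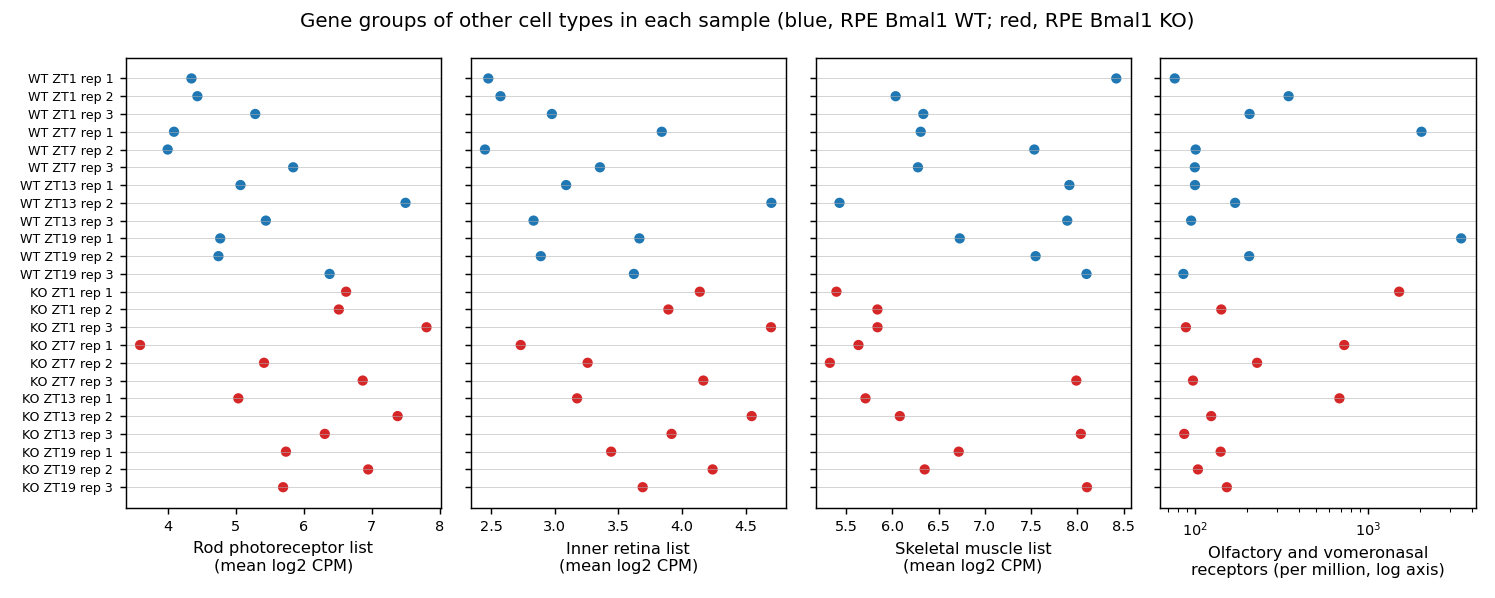
Gene groups of other cell types in each of the 24 libraries, one point per library, in blue for RPE Bmal1 WT and in red for RPE Bmal1 KO. The first 3 panels give the mean log2 CPM of the rod, inner retina and skeletal muscle lists, and the last gives the CPM of olfactory and vomeronasal receptor genes on a log axis, where 5 libraries lie above 500.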

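Arntl, which encodes BMAL1, did not pass the test between RPE Bmal1 KO and RPE Bmal1 WT. Its level at ZT1 was 85.6 ± 3.96 CPM (SD, n = 3) in RPE Bmal1 KO and 57.6 ± 17.7 CPM (SD, n = 3) in RPE Bmal1 WT, and at ZT7 it was 27.7 ± 8.89 CPM in RPE Bmal1 KO and 22.6 ± 11.7 CPM in RPE Bmal1 WT. RPE Bmal1 KO and RPE Bmal1 WT had 29.7 ± 11.3 and 31.7 ± 26.6 CPM at ZT13, and 54.8 ± 18.6 and 56.8 ± 17.1 CPM at ZT19. Averaged over the time points, the log2 difference was 0.17 (standard error 0.23, adjusted p = 0.959 from edgeR). Counts over a whole gene do not show the loss of single exons, so they do not check the genotype labels. Arntl lies on chromosome 7 of mm10 from 113207465 to 113314126 and overlaps an antisense gene.
Marker genes of rods, cones and the inner retina had higher means in RPE Bmal1 KO at all 4 time points. The rod photoreceptor list, which holds Gnat1 and Pde6b, had a mean of 6.16 (log2 CPM) in RPE Bmal1 KO and 5.16 in RPE Bmal1 WT (p = 0.0351, two-sided exact permutation of the genotype within time points). The cone list was higher by 0.68 (p = 0.0246) and the inner retina list by 0.62 (p = 0.0332) in the same exact permutation test, and the macrophage list had a difference of -0.27 (p = 0.0357) and the mitochondrially encoded list one of -0.81 (p = 0.0402, with 7 of 7 genes lower). After adjustment over the 50 lists each of these had p = 0.289 in that exact permutation test. The Muller glia list, also of the neural retina, differed by 0.05 (exact permutation p = 0.494), with 9 genes higher and 8 lower in RPE Bmal1 KO. Its mean ran only from 6.55 to 7.18 over the libraries, against 3.60 to 7.80 for the rods, so it is a weak measure of retina content. Skeletal muscle genes differed by -0.63 (exact permutation p = 0.144), with 21 of 21 lower. With camera at a preset correlation, 17 lists passed the threshold, and with an estimated correlation 0 did (smallest adjusted p = 0.377).
No single gene passed the threshold between the genotypes averaged over the time points by edgeR, DESeq2 or limma-trend, with 1583 genes at an unadjusted p under 0.05 by edgeR, but without replicate 2 of RPE Bmal1 WT at ZT13 edgeR called 321. At ZT1, edgeR called 0 genes with 2494 unadjusted, DESeq2 called 2 and limma-trend 0, and 820 genes passed when only the 6 libraries of ZT1 entered the fit. Drd2, the dopamine D2 receptor, had a log2 difference of 1.14 (standard error 0.39, adjusted p = 0.755 from edgeR) averaged over the time points. At ZT1 it had 0.689 to 2.64 CPM in RPE Bmal1 WT and 4.2 to 12.5 CPM in RPE Bmal1 KO. Its highest values were 12.5 CPM in replicate 3 of RPE Bmal1 KO at ZT1 and 10.3 CPM in replicate 2 of RPE Bmal1 WT at ZT13. Those libraries had high rod list means (7.80 and 7.49 log2 CPM). The counts are RNA, whereas the paper measured D2R protein, which fell at ZT1. The RNA came from mixed tissue. For the RPE tissue of both measures the paper cites the same earlier study, so a difference in tissue between them is not shown.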

RNA-sequencing (seq) analysis of the RPE Bmal1 KO transcriptome visualized as a heat map (Figure 4B) revealed a different visual signature when compared to RPE Bmal1 WT (Figure 4A). 

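Genes of the circadian clock differed up to 7.50-fold between time points in RPE Bmal1 WT, and over all genes 0 of them passed the threshold by edgeR and 5 by DESeq2. Nr1d1, a repressor of Arntl transcription, had a mean of 418 ± 196 CPM (SD, n = 3) at ZT7 and 55.8 ± 24.5 CPM at ZT19. Dbp, a clock-driven transcription factor, had 111 ± 60.8 CPM at ZT13 and 20.3 ± 10.5 CPM at ZT19. Per2, which inhibits CLOCK and BMAL1, had 153 ± 37.7 CPM at ZT13 and 42.6 ± 19 CPM at ZT1. Npas2, a partner of BMAL1, ran the other way, with 26.2 ± 15.1 CPM at ZT1 and 7.28 ± 0.49 CPM at ZT13. Nr1d1 overlaps Thra and Dbp overlaps Sphk2 on the opposite strand, so their counts are uncertain.
Of 20 core clock genes, 7 varied among the time points in RPE Bmal1 WT when adjusted over the list alone (Cry1, Nr1d1, Per1, Nr1d2, Npas2, Ciart and Per2) and 0 over all genes. Among 18 clock output genes, Dbp passed when adjusted over the list alone. Over all 24965 genes, edgeR called 0 genes in RPE Bmal1 WT, with 617 at an unadjusted p under 0.05 where chance gives 1248. DESeq2 called 24 genes, among them Nr1d1, Per1, Nr1d2, Per2 and Dbp, and edgeR without a filter on low counts called 789, of which 10 were in the clock lists, while limma-trend and a linear model on unlogged CPM called 0. Of 100 simulated genes raised at 1 time point, at the depths of these libraries, the test recovered 7 at 2-fold and 61 at 4-fold. The simulated genes were drawn independently, without the tissue content that real genes of a library share. The shares recovered may therefore be too high for the real data.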

Our RNA-seq analysis detected 20,812 protein coding transcripts (i.e., genes) in the RPE and, consistent with other reports [23,24,25], about 20% of the (4766) genes in RPE Bmal1 WT showed a difference among the different time-points (Figure 4C; *p*. adj. < 0.05; one-way ANOVA, Tukey post hoc). However, in RPE Bmal1 KO samples the number of transcripts showing a difference among the different-time points was reduced to 3526 protein coding transcripts (Figure 4C; *p*. adj. < 0.05; one-way ANOVA, Tukey post hoc). 

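Chil1 and Nr1d1 varied among the time points in RPE Bmal1 KO. Chil1, which encodes a chitinase-like protein, had 98.8 ± 2.74 CPM (SD, n = 3) at ZT1 and 24.7 ± 0.852 CPM at ZT7, a 4.01-fold difference (adjusted p = 0.0127 from edgeR). Nr1d1 had 426 ± 66.5 CPM at ZT7 and 72 ± 23.1 CPM at ZT19, a 5.91-fold difference (adjusted p = 0.049 from edgeR). In both genes every library of the highest time point lay above every library of the lowest. Of the 20 core clock genes, 8 passed when adjusted over the list alone, among them Nr1d1, Nr1d2, Per3, Arntl and Per2, and of 18 clock output genes 4 did (Tef, Wee1, Tsc22d3 and Dbp).
In all, edgeR called 2 genes in RPE Bmal1 KO and 515 had an unadjusted p under 0.05. Both calls were lost with library size scaling, with a linear model on unlogged CPM, with an F-test on raw counts, with one spread shared by the 24 libraries and without every library numbered 1. They were also lost without replicate 2 or replicate 3 of ZT1 or replicate 1 or replicate 2 of ZT7. The Nr1d1 call alone was lost with at least 1 count required in every sample, without the 5 libraries rich in receptor counts, without any one ZT13 library and without replicate 1 or replicate 3 of ZT19, and the Chil1 call alone with a 24 h cosine. DESeq2 called 50 genes, and 46 were called with the replicate number as a block, of which 8 and 10 were in the lens and cornea list. In each of these settings 10 of the called genes were in the clock lists. The calls with the block also held the Y-linked genes Kdm5d and Uty, and sex was not in the model.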

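Per2, Nr1d1, Dbp and other clock genes varied among the time points over both genotypes together. In a test of time over both genotypes together, added after the separate results were seen, 9 genes passed the threshold. These were Per2 (adjusted p = 0.000446 from edgeR), Nr1d1, Dbp, Tef, Npas2, Nr1d2, Cys1, Lonrf3 and the pseudogene AC170187.1. Per2 differed 3.59-fold in RPE Bmal1 WT and 4.23-fold in RPE Bmal1 KO between ZT13 and ZT1. Tef, a transcription factor of the same family as Dbp, differed 2.16-fold and 2.76-fold, and overlaps an antisense gene. Dbp and Nr1d2 had their highest mean at ZT13 in RPE Bmal1 WT and at ZT7 in RPE Bmal1 KO. No shift is shown, as the RPE Bmal1 KO libraries of ZT7 and ZT13 overlapped. Dbp had 57.7 to 116 CPM at ZT7 and 52.2 to 121 CPM at ZT13 there, and Nr1d2 171 to 215 CPM and 158 to 219 CPM. A call in this test does not show that the courses of the genotypes are alike. Cys1, Lonrf3 and AC170187.1 were named after their values were seen. Lonrf3 did not pass in 24 of the 32 other settings, and 5 genes passed without the 5 libraries rich in receptor counts. The count was 78 with DESeq2, 16 without every library numbered 1 and 8 to 61 with each library left out in turn.
No gene passed the adjusted threshold in RPE Bmal1 WT and in RPE Bmal1 KO separately by edgeR or limma-trend, while DESeq2 called Nr1d1, Nr1d2, Per2 and Dbp in both. Without a filter on low counts edgeR called 33 genes in both, among them these, Arntl and lens genes such as Cryba1. The 33 also held the Y-linked genes Kdm5d, Uty, Ddx3y and Eif2s3y. Sex was not in the models, and Xist was uneven over the time points. Xist lay over 500 CPM in every RPE Bmal1 KO library of ZT1 and ZT19 but only in replicate 1 of ZT13. At an unadjusted p under 0.05, 56 genes varied in both, where genes independent of each other would give 12.7, and 18 of the 56 had the same highest time point, where 12.3 would if the highest time points were unrelated. The value of 12.3 was added after the 18 was seen. No p is given for the overlap, as Fisher's exact test takes the genes as independent and genes raised together in single libraries are not.

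**Figure D2:**
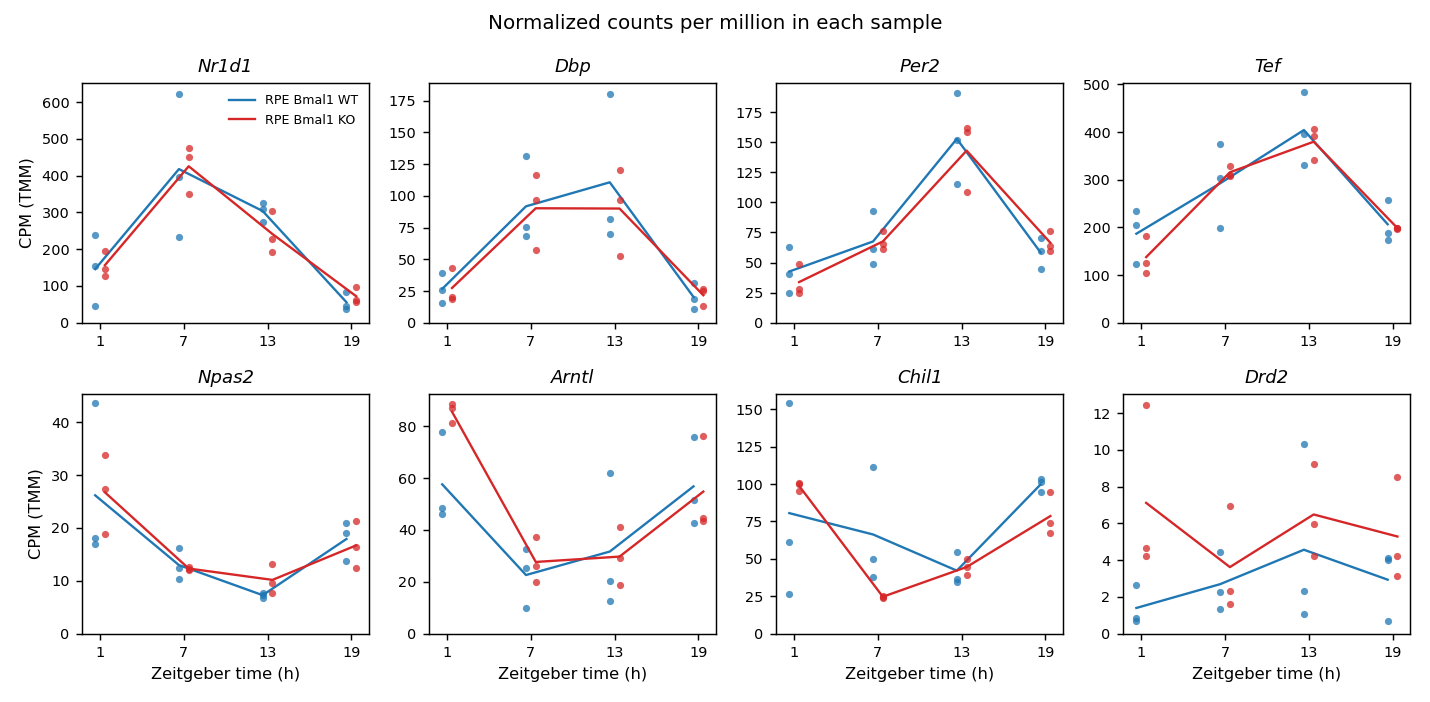
Normalized CPM of 8 genes against zeitgeber time in hours, one point per mouse with 3 mice per group and lines through the group means, in blue for RPE Bmal1 WT and in red for RPE Bmal1 KO. Per2 and Tef are highest at ZT13 in both genotypes, Nr1d1 at ZT7 and Npas2 at ZT1, and Chil1 is lowest at ZT7 in RPE Bmal1 KO.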

A Venn diagram analysis comparing the rhythmic (r) and non-rhythmic (nr) datasets for each genotype revealed that 830 protein coding transcripts remained rhythmic despite the loss of *Bmal1* in the RPE (Figure 5A^[1]^). Additionally, 3936 protein coding transcripts that were rhythmic in RPE Bmal1 WT samples loss rhythmicity in RPE Bmal1 KO samples (Figure 5A^[2]^). 

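No loss of the daily course of clock genes in the RPE Bmal1 KO libraries was detected by the test of the difference itself. These libraries also held choroid and sclera, which the deletion did not target, and the muscle gene Ttn had 7660 to 50430 CPM over all libraries. A course kept in other tissue could hide a loss in the RPE, so the test cannot tell what happened in RPE cells. For Nr1d1, Per2 and Arntl, the difference in time course between the genotypes had an adjusted p = 1 from edgeR over the 24 libraries. Cry1, a repressor in the clock loop, had its highest mean at ZT19 and its lowest at ZT7 in both genotypes, 2.52-fold apart in RPE Bmal1 WT and 1.91-fold in RPE Bmal1 KO. Per1 had its highest mean at ZT13 in both.
No gene varied in RPE Bmal1 WT and not in RPE Bmal1 KO by edgeR or limma-trend, with 561 such genes at an unadjusted p under 0.05 and 20 by DESeq2. Without a filter on low counts edgeR gave 756 such genes, and without replicate 2 of RPE Bmal1 WT at ZT1 it gave 13. The time course differed between the genotypes for 0 genes by edgeR, DESeq2 and limma-trend, with 514 unadjusted by edgeR. In this test 26 of 100 simulated genes with a 4-fold difference were recovered and 0 of 100 with a 2-fold difference. These genes were drawn independently, so the shares may be too high for the real data.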

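Chil1 had its lowest mean at ZT7 in RPE Bmal1 KO, whereas in RPE Bmal1 WT it had 66.3 ± 39.5 CPM (SD, n = 3) at ZT7 and 42.1 ± 11 CPM at ZT13. The unadjusted p of its difference in time course was 0.046 and the adjusted p was 1 from edgeR. Among genes the paper names, Dio2, which converts thyroid hormone, had 30.8 ± 7.72 CPM at ZT1 and 12 ± 2.12 CPM at ZT7 in RPE Bmal1 KO (adjusted p = 0.279 from edgeR), and was called there by DESeq2 and with the replicate number as a block. Lens and cornea genes such as Cryba1 varied in RPE Bmal1 KO when adjusted over the list alone, 12 of 16 measured, and over all genes 0 did so by edgeR, 8 by DESeq2, 10 with the replicate number as a block and 11 without a filter on low counts. Cryaa, a lens crystallin, had 4004 and 6451 CPM in the third and second replicates of ZT1 in RPE Bmal1 KO and 25.2 CPM in the first.
Both genes called in RPE Bmal1 KO by edgeR were outside its calls in RPE Bmal1 WT, while DESeq2 called Nr1d1 in both genotypes. Only Chil1 had an unadjusted p over 0.05 in RPE Bmal1 WT, and 0 of the 2 passed the test of a different time course.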

Interestingly, 2696 protein coding transcripts that were non rhythmic in RPE Bmal1 WT samples were now rhythmic in RPE Bmal1 KO samples (Figure 5A^[3]^). In total, 13,350 protein coding transcripts were identified to be non-rhythmic in both genotypes (Figure 5A). 

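Daily differences were small for Itgb5, an integrin subunit that takes part in outer segment uptake. It had 52.4 ± 4.97 CPM (SD, n = 3) at ZT1 and 46.2 ± 8.87 CPM at ZT13 in RPE Bmal1 WT, and 54.8 ± 8.43 CPM at ZT1 and 45.3 ± 8.84 CPM at ZT19 in RPE Bmal1 KO (adjusted p = 1 from edgeR in both). Mertk, the receptor that triggers engulfment, differed 1.08-fold in RPE Bmal1 WT and 1.34-fold in RPE Bmal1 KO. Mertk was named after its values were seen. In all, 24963 of the tested genes passed the threshold in neither genotype by edgeR.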

To understand the biological pathways that might have been activated in the previously described datasets, a KEGG pathway analysis was performed (Figure 5B–D). The 830 protein coding transcripts that remained rhythmic despite the loss of *Bmal1* in the RPE are associated with cell maintenance, such as morphology, metabolic processes, transepithelial transport processes, and background phagocytic pathways (Figure 5B). Moreover, the 3936 protein coding transcripts that lost rhythmicity in RPE Bmal1 KO samples were previously identified to be involved in mediating the peak in phagocytosis of photoreceptor outer segments and turnover of engulfed outer segments (Figure 5C) [11]. 

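Genes of the pathways in Fig. 5B showed few daily differences. Gene lists were written by hand for these pathways, as no pathway database was used. Creb3l1, a transcription factor placed in the vasopressin list, differed 2.85-fold in RPE Bmal1 WT (highest at ZT19) and 2.99-fold in RPE Bmal1 KO (highest at ZT1), and was the 1 gene of 39 that passed in RPE Bmal1 KO when adjusted over the list alone. Over both genotypes together, Pfkfb3, which controls glycolysis, passed when adjusted over the fructose and mannose list alone, and Mthfd1l, a mitochondrial enzyme of folate metabolism, over the one carbon list alone. These 3 were named after their values were seen. Of 56 genes of Fc gamma R-mediated phagocytosis, 0 varied at an unadjusted p under 0.05 in RPE Bmal1 WT and 2 in RPE Bmal1 KO, and of 65 inositol phosphate genes 0 and 1 did. Over all genes no gene of these lists passed by edgeR in either genotype, while Creb3l1 was called in RPE Bmal1 KO by DESeq2 and with the replicate number as a block, and in both genotypes without a filter on low counts.
No list could be tested among the genes that edgeR called in both genotypes, as there were 0. Among those called by DESeq2 the core clock list was enriched (3 genes, adjusted p = 1.32e-07 in Fisher's exact test). That test takes the genes as independent, which clock genes that vary together need not be.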

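Genes of autophagy, mTOR signaling and mRNA surveillance gave no calls for time in either genotype by edgeR, with 0 of 52, 0 of 59 and 0 of 48 genes at an unadjusted p under 0.05 in RPE Bmal1 WT and 0 in RPE Bmal1 KO. Of 82 endocytosis genes 2 had an unadjusted p under 0.05 in RPE Bmal1 WT and 0 in RPE Bmal1 KO, and of 53 adherens junction genes likewise 2 and 0. Of 72 ubiquitin-mediated proteolysis genes 1 did in RPE Bmal1 WT, and of 64 genes of protein processing in the endoplasmic reticulum 1 did in RPE Bmal1 KO. AMPK signaling had 1 of 43 and 2 of 43, and neurotrophin signaling had 0 of 45 in both. No gene of these lists passed the adjusted threshold by edgeR in either genotype, over all genes or over its list alone.
Of 40 genes of outer segment phagocytosis, Cryba1 passed in RPE Bmal1 KO when adjusted over the list alone, and 2 genes in each genotype had an unadjusted p under 0.05. Cryba1 was called over all genes in RPE Bmal1 KO by DESeq2 and with the replicate number as a block. It is also a lens gene and stands in the lens list.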

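Of 54 genes of adrenergic signaling in cardiomyocytes, 3 had an unadjusted p under 0.05 in RPE Bmal1 KO, 0 in RPE Bmal1 WT and 2 in the test of a different time course. Tnnt2, a troponin of the contractile filament, and Adra1b, an adrenergic receptor, were among the 3 and were named after their values were seen. For phenylalanine, tyrosine and tryptophan biosynthesis, 3 genes were measured (Got1, Got2 and Il4i1) and 0 varied in either genotype at an unadjusted p under 0.05. Of 31 phototransduction genes, 5 had an unadjusted p under 0.05 in RPE Bmal1 WT and 0 in RPE Bmal1 KO. No gene of these lists passed the adjusted threshold by edgeR.
Among the genes that DESeq2 called in RPE Bmal1 KO only, the lens and cornea list was enriched (8 genes, adjusted p = 1.33e-16 in Fisher's exact test). In the same Fisher's exact test the core clock list was enriched (4 genes, adjusted p = 2.39e-06). The clock output list (2 genes, adjusted p = 0.0187) and the glucocorticoid list (2 genes, adjusted p = 0.0205) also passed in that Fisher's exact test, and both counted Tsc22d3. The mean of the lens list (log2 CPM) at ZT1 was 7.12 and 6.55 in replicates 2 and 3 of RPE Bmal1 KO and 2.69 in replicate 1, and it was 6.16 and 6.55 in the first replicates of RPE Bmal1 WT at ZT7 and ZT13. Fisher's exact test takes the genes of a list as independent, which the 8 lens genes, raised together in single libraries, are not. Clock genes that vary together need not be independent either.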

Finally, the 2696 protein coding transcripts that gained rhythmicity in the absence of *Bmal1* did not associate with a particular pattern of activated pathways with only 2 KEGG pathways being statistically significant (Figure 5D).

### 2.4. Removal of Bmal1 from the RPE Does Not Affect Retinal Structure during Aging

Total retina thickness did not differ between the young or old RPE Bmal1 KO compared to RPE Bmal1 WT (Figure 6A,B; *p* > 0.1, two-way ANOVA). No significant differences were observed in the thickness of the photoreceptor layer between the two genotypes and ages (Figure 6A,C; *p* > 0.1, two-way ANOVA). Analysis of the scotopic and photopic ERGs did not indicate any significant differences in the amplitudes of the a- and b-waves between the two genotypes at both ages (Figure 7A–C; *p* > 0.1, two-way ANOVA). No difference among the two genotypes was also observed in the visual acuity and contrast sensitivity at both ages (Figure 8A,B; *p* > 0.1, two-way ANOVA).

### 2.5. Removal of Bmal1 Does Not Produce Morphological Abnormalities in the RPE

Finally, no significant changes in RPE morphological parameters were observed in old RPE Bmal1 KO with respect to age-matched RPE Bmal1 WT mice (Figure 9A–D; *p* > 0.1, unpaired *t*-tests). An autofluorescent particle analysis of the apical membrane of RPE cells (Figure 10A,B) also revealed no significant differences between old RPE Bmal1 KO and RPE Bmal1 WT (Figure 10C, unpaired *t*-test, *p* > 0.1).

## 3. Discussion

The circadian clock system in the eye plays an important role in the modulation of several important ocular functions [5], and the daily and/or circadian regulation of the phagocytic activity of the POS by RPE is probably the most studied of these rhythms [12,13,16,17,20,21,26,27]. However, it is still unclear whether the presence of the phagocytic peak 1–2 h after the onset of light is important for the health of the RPE and photoreceptors and whether this rhythm is controlled by the retinal or RPE circadian clocks or by clocks in both tissues. The findings of the present study indicate that a functional circadian clock in the RPE is necessary and sufficient for the daily peak in phagocytic activity by the RPE (Figure 2), whereas disruption of the retinal circadian clock does not affect this rhythm. Our data also confirmed our previous study [21] by showing that the loss of the diurnal phagocytic peak does not produce a detrimental phenotype in the retina or RPE. Surprisingly, our study also indicated that the lack of a functional circadian clock in the RPE does not have detectible negative consequences on the RPE, even 16 months after the circadian clock was disrupted in these cells.

Interestingly, although cre recombinase expression was very high (96%), the reduction in Bmal1 protein levels was lower (about 70%) and Bmal1 immunoreactivity in the RPE cells of the KO mice showed a mosaic pattern (Figure 1). These data are consistent with a previously published study which reported a similar pattern of expression in this mouse line [28].

A recent study has reported the presence of a second peak in the phagocytic activity soon after the onset of darkness [29] (around ZT14) and, interestingly, the presence of this “nocturnal peak” was still present in RPE and retina Bmal1 KO mice (Figure 2). While the biological significance of this second peak in the nocturnal period is still undetermined, it is noteworthy to mention that our recent work has shown that this peak is not present in D_2_R KOs mice [21]. Loss of this peak in D_2_R KOs mice had no apparent deleterious effects in either the retina or RPE. Finally, our data provide additional support for a key role of dopamine via D_2_R signaling in the regulation of the morning peak in phagocytic activity by RPE cells since the loss of *Bmal1* in RPE cells results in diminished levels of D_2_R protein (Figure 3) and thus providing a potential mechanism to explain the loss of the diurnal phagocytic peak of POS in the RPE Bmal1 KO mice.

Many studies have shown that 10–20% of the mouse transcriptome is under circadian clock control in many tissues/organs [24], including the RPE [23,25]. Not surprisingly, the transcriptional processes under circadian regulation in the RPE include many of the pathways known to be involved in the regulation of phagocytic activity and metabolism, such as actin cytoskeleton remodeling [25,30], integrin signaling [20,21], cAMP signaling [31], protein phosphorylation [11] and mitochondrial electron transport chain [23,32]. An additional study has also reported that mice lacking the clock genes *Period1 and Period2* do not show a circadian rhythm in POS phagocytosis and has suggested that this rhythm is likely to be controlled by the RPE via the regulation of genes coding for neurotransmitters [33]. Our analysis of the daily transcriptomic in the RPE of Bmal1 KO mice and WT mice confirm previous studies in showing that about 20% of the RPE transcriptome is rhythmically regulated (Figure 4). Although this result may appear surprising, previous studies have reported that under LD conditions locomotor activity and gene expression may still be rhythmic even in the absence of a functional circadian clock [2,34]. The effect of *Bmal1* removal on the RPE transcriptome are puzzling, but the KEGG pathway analyses shed some light on our data; many (830) of the protein coding transcripts that remain rhythmic despite loss of *Bmal1* play roles in RPE cell maintenance such as cell morphology, metabolic processes, transepithelial transport processes, and background phagocytic pathways. Hence, it appears that while the removal of Bmal1 from the RPE does indeed affect the rhythmicity of phagocytic processes, the transcription of many cellular functions was still rhythmic, and this can partially explain why the removal of a functional circadian clock from the RPE did not induce any negative phenotype in a post-mitotic and a highly metabolic cell type.

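Clock genes ranked high in the tests of time in both genotypes. The mean rank of the clock output list among all genes was at percentile 74.7 in RPE Bmal1 WT and 73.3 in RPE Bmal1 KO (permutation p = 0.01 in both, the smallest that 100 shuffles of the time points can give). The core clock list was at percentile 81.5 (permutation p = 0.03) and 79.4 (permutation p = 0.01). The glucocorticoid list, with Fkbp5, Tsc22d3 and Zbtb16 past the threshold in RPE Bmal1 KO when adjusted over the list alone, was at percentile 77.7 in RPE Bmal1 KO (permutation p = 0.01) and 61.3 in RPE Bmal1 WT (permutation p = 0.3). The dopamine receptor list was at percentile 69.3 in RPE Bmal1 WT (permutation p = 0.01) and 64.1 in RPE Bmal1 KO (permutation p = 0.17). Lists of other tissues also ranked high, with rod markers at percentile 84.7 in RPE Bmal1 WT (permutation p = 0.32) and 85.8 in RPE Bmal1 KO (permutation p = 0.27). In RPE Bmal1 KO the lens and cornea list was at 86.4 and the visual cycle list at 71.8 (permutation p = 0.04 in both). The extracellular matrix list was at 67.2 there (permutation p = 0.02). Outer segment phagocytosis genes were at percentile 50.1 in RPE Bmal1 WT and 50.3 in RPE Bmal1 KO (permutation p = 0.54 in both). The lowest adjusted permutation p over the lists was 0.167 in RPE Bmal1 KO and 0.25 in RPE Bmal1 WT. Both were set by the number of shuffles, so they do not speak against the lists with a permutation p of 0.01. The core clock list in RPE Bmal1 WT lay above that limit (adjusted permutation p = 0.5). The number of shuffles does not account for its value. The rank test was added after the counts of genes were seen.
The paper's direct evidence on phagocytosis is its phagosome counts, where the ZT1 peak was blunted in RPE Bmal1 KO, beside its D2R protein result. Neither rests on the RNA counts. From pathways among transcripts that lost and that kept their variation, it further reasons that phagocytic rhythms are affected while many cellular functions stay rhythmic. It proposes that this partly explains the lack of a harmful phenotype.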

Removal of *Bmal1* negatively affects the function and viability of many cell types in the brain and the eye [3,4,7,8,9,10] and, therefore, our new results are somewhat puzzling. Our circadian transcriptomic analysis demonstrated that despite the reduced expression of Bmal1, RPE cells managed to maintain cellular processes that are important for daily function [11] and can partially explain why we have not observed any detrimental phenotypes in the retina and RPE cells. Additionally, several previous studies have also reported that (i) post-embryonic disruption of *Bmal1* may produce fewer detrimental effects compared to germline *Bmal1* removal [35]; (ii) rhythmic metabolic processes may persist in a tissue even in the absence of *Bmal1* [36]; (iii) the presence of *Bmal1* in 30% of RPE cells may still drive rhythmic gene expression in the entire tissue (Figure 1), (iv) the unchallenging, unnatural housing conditions (e.g., light, food, etc.,) in which the laboratory mice are maintained may mitigate the consequence of a dysfunctional circadian clock [37] and finally (v) the presence of functional circadian clocks in the neighboring cells/tissue may mitigate the negative effect due to the loss of a functional circadian clock in a specific cell type. Further studies will be needed to address this important point and thus to fully understand the role played by the circadian clock in the regulation of RPE functions.

In conclusion, our study using a tissue-specific *Bmal1* KO mouse model demonstrated that the circadian clock in the RPE controls the daily diurnal peak in phagocytosis of POS. In addition, our data also indicate that loss of the diurnal phagocytic peak of POS or a functional RPE circadian clock does not result in apparent deleterious effects in the retina and RPE during aging. Finally, our study also suggests that the disruption of the circadian clock in a tissue-specific manner does not always produce expected negative consequences observed with germline clock gene disruption.

## 4. Materials and Methods

### 4.1. Animals

Rpe-CRE (Vmd2-rtTA/TetO-cre) [23] and *Bmal1^fl/fl^* (Jackson laboratory Cat# 007668) were bred to generate the conditional and inducible Cre recombinase expression in retinal pigment epithelium. Mice hemizygous for the Cre locus and homozygous for *Bmal1^fl/fl^* locus were crossed to *Bmal1^fl/fl^* mice to generate mice that were homozygous for the Bmal1 locus and either hemizygous for the CRE locus (Rpe-CRE; *Bmal1^fl/fl^*) or non-carrier *Bmal^fl/fl^*. The offspring from these mice were used for experimental purposes once genotyped via qPCR for CRE and PCR for *Bmal1*. The following qPCR primer pairs and probes were used to genotype the Cre locus (CRE: Forward: 5′-CATCGCTCGACCAGTTTAGTT-3′, Reverse: 5′-CTGACGGTGGGAGAATGTTAAT-3′, Probe: 5′-CGCAGGTGTAGAGAAGGCACTTAGC(FAM)-3′, off target control: Forward: 5′-AGGCTTGTCACCCTTCTTTC-3′, Reverse: 5′-TAATACTGGTGCTCACAAGGC-3′, Probe: 5′-ATGCTGACATCTTGGGCACAGACA(HEX)-3′) and the following PCR primers for the *Bmal1^fl/fl^* locus (Forward: 5′-TCCTGGTTGGTCCAAGAATATG-3′, Reverse: 5′-CTGACCAACTTGCTAACAATTA-3′; Knockout forward: 5′ACTGGAAGTAACTTTATCAAACTG-3′). Mice that showed systemic knockout of the Bmal1 locus due to leaky expression of the Rpe-CRE construct were not used for experiments or further breeding. Rpe-CRE; Bmal1fl/fl mice were fed either regular mouse lab diet (RPE Bmal1 WT; LabDiet 5001 Cat# 0001319) or doxycycline (dox; RPE Bmal1 KO; dox; Bioserv Cat# S3888) mouse lab diet at p60–p74. Details about the production, maintenance, and genotyping of Chx10cre; Bmal1fl/fl (Retina Bmal1 KO) and floxed control (Retina Bmal1 WT; Bmal1fl/fl; Jackson Laboratory Cat# 007668) are reported in our previous study8. All mice were housed on a 12:12 light:dark cycle with lights on at 7AM [zeitgeber time [ZT]0) and lights off at 7PM (ZT12). All mice used in this study had access to food and water ad libitum. Additionally, RPE Bmal1 WT and RPE Bmal1 KO mice were aged to 6 months (young) and 18 months (old) of age. All animals were housed in the animal facility at Emory University School of Medicine. All experimental procedures were performed in accordance with the NIH Guide on Care and Use of Laboratory Animals and were approved by the Emory University and the Morehouse School of Medicine Animal Care and Use Committees.

### 4.2. Phagosome Counting Assay

Whole eyes were processed for phagosome counting as previously described [21] and labeled with the primary rhodopsin 4D2 antibody (Abcam Cat# ab98887, RRID:AB_10696805). Briefly, whole eyes from RPE Bmal1 WT and RPE Bmal1 KO (male and female, 12–16 weeks of age, *n* = 8–10 eyes/genotype/timepoint) were collected at ZT1, ZT3, ZT5, ZT8, ZT11, ZT14, ZT17, ZT20, ZT23 (ZT0 = 7 AM, ZT12 = 7PM) under room light or low red light (<1 lux) conditions. The enucleated eyes were fixed in 4% paraformaldehyde for at least 3 h and transferred to 30% sucrose (Fisher Cat# S5-500) for cryoprotection. Once sufficiently cryoprotected, eyes were embedded (Fisher Cat# 4585), sectioned at 12 µm, and stored at −20 °C until processed. On the day of processing, goat serum (Vector Cat# S-1000, RRID:AB_2336615) and fragmented goat anti-mouse antibodies (Jackson Immuno Research Cat# 115-007-003, RRID:AB_2338476) were used for antigen blocking before overnight incubation at 4 °C with rhodopsin 4D2 (1:500, Abcam Cat# ab98887, RRID:AB_10696805). Slides were washed and incubated with goat anti-mouse Alexa Fluor 488 (1:1000, Cell Signaling Technology Cat# 4408, RRID:AB_10694704, Danvers, MA, USA) for up to 2 h at room temperature (RT). Slides were washed and counterstained with DAPI (1:500, ThermoFisher Cat# D1306, RRID:AB_2629482, Hampton, NH, USA). Rhodopsin immunopositive phagosomes localized to the RPE layer (confirmed with DAPI) were counted in four independent 150 micron sections of retina with two sections counted on the nasal side of the eye and the other two sections counted on the temporal side of the eye. This counting process was repeated for at least 8 whole eye transverse sections per mouse per genotype per timepoint. Rhodopsin immunostained sections were visualized on a confocal microscope (Zeiss LSM 700 microscope, RRID:SCR_017377).

### 4.3. Western Blot

RPE tissue from RPE Bmal1 WT and RPE Bmal1 KO male and female mice (*n* = 3 mice/genotype) was isolated as previously described [23] then lysed in ice-cold RIPA buffer (Boston Bioproducts Cat# BP-116X) with protease inhibitors. RPE protein homogenates (at least 10 μg/well) were separated on a tris/glycine/SDS 7.5% gradient mini-protean gel (Bio-Rad Cat# 456-1026) and electrophoretically transferred to a nitrocellulose membrane (Bio-Rad Cat# 1704156) using the Transblot turbo system (Bio-Rad Cat# 1704150) for immunoblotting. Membranes were blocked for 1 h at RT on a shaker in 5% BSA (Tocris Cat# 5217) with 0.1% Tween-20 (Bio-Rad Cat# 170-6531). Each membrane was incubated with primary antibodies (D_2_R, Millipore Sigma Cat# AB5084P and Bmal1, Cell Signaling Technology Cat# 14020, RRID:AB_2728705, Burlington, MA, USA) in 5% BSA with 0.1% Tween-20 overnight at 4 °C on a shaker. The membranes were washed three times for five min in 0.1 M TBS and 0.1% Tween-20 on a shaker at RT. A secondary antibody conjugated with HRP (1:10,000; anti-rabbit; Cell Signaling Technology Cat# 7074, RRID:AB_2099233) were incubated at RT on a shaker for 1 h. The membranes were washed four times for five min in 0.1 M TBS and 0.1% Tween-20 on a shaker at RT. The development of the membranes was accomplished with ECL Western blot substrate (ThermoFisher Scientific Cat# 32106) for five min at RT. Protein bands were visualized using Image J (v1.51w).

### 4.4. RPE RNA Library Preparation and Sequencing

RPE Bmal1 WT and RPE Bmal1 KO male and female mice (12–16 weeks of age; *n* = 3 mice/group/timepoint) were euthanized at ZT1, ZT7, ZT13, and ZT19 with lights on at 7AM (ZT0) and lights off at 7PM (ZT12). RPE tissue collection for RNA isolation and RNA pooling was carried out as previously described [23]. Total RNA samples were sent to GENEWIZ from Azenta Life Sciences (South Plainfield, NJ, USA) for both library preparation and high-throughput sequencing. The Illumina Stranded Total RNA Prep, Ligation with Ribo-Zero Plus (Illumina Cat# 200050529, San Diego, CA, USA) was used for library preparation according to the manufacturer’s instructions. The HiSeq4000 Illumina platform was used for high-throughput sequencing as paired-end 150 base-pair (bp) reads at a sequencing depth of 15–20 million reads per sample.

### 4.5. Bioinformatics and Rhythmic Analysis

Each FASTA file from each biological sample was processed for counts per million (CPM) as previously described [24]. Briefly, all FASTA files were mapped to the mouse genome assembly and transcript annotation, mm10, using Bowtie2 (v2.1.0). Count data were generated with HTSeq-count (Pycharm Community Edition, 2016.3.2) to quantify uniquely mapped reads with settings as previously described to generate count data which were then converted to CPM for pathway analysis with CPM values manually calculated to FPKM (Fragments Per Kilobase of exon model per Million reads mapped) for individual gene analysis. Additionally, all datasets following mapping were filtered for highly expressed genes in photoreceptors and choroid from a dataset published and publicly available [38]. Datasets were further filtered for transcripts common to all datasets. To determine whether genes were rhythmic in either RPE Bmal1 WT or RPE Bmal1 KO samples, a one-way ANOVA was performed within each genotype and any transcript that had an adjusted *p*-value < 0.05 was considered rhythmic (adjustment carried out via the Benjamini–Hochberg multiple comparison correction). The transcripts were then subjected to identification for protein coding and these protein coding transcripts were subjected to KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis. The RNA-seq raw and processed data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [39] and are accessible through GEO Series accession number GSE191104 (Available online: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191104 (accessed on 3 April 2022)).

### 4.6. Spectral Domain-Optical Coherence Tomography (SD-OCT) and Fundus Imaging

Retinal thickness measurements were performed as previously described [8]. Briefly, mice were anesthetized and a circular scan 0.57 mm from the optic nerve head was made (Phoenix Micron IV). Total retinal and photoreceptor receptor layer thicknesses were measured and quantified using Adobe Photoshop.

### 4.7. Electroretinography (ERG)

Photic and scotopic ERG measurements were performed, as previously described [8]. Briefly, ERG recordings were obtained midday (ZT4-8) from mice dark-adapted overnight and anesthetized with ketamine/xylazine. Each recording epoch was 250 ms and each stimulus flash presented in an UTAS BigShot ganzfield (LKC Technologies, Gaithersburg, MD, USA). For dark-adapted conditions, a series of 5 stimulating flashes that ranged from 0.00039 to 25.3 cd*s/m^2^ with each flash lasting 20 µs. For light-adapted ERG recordings, a steady background-adapting field of 29.76 cd*s/m^2^ was presented to saturate rod photoreceptors. After 10 min of light-adaptation, each step consisted of 60 flashes of 3.14 cd*s/m^2^ that lasts 2 min for a total measurement time of 35 min. The amplitude of each a-wave was measured from baseline to trough and the b-wave from the trough to the peak of the response.

### 4.8. Opto-Motor Response (OMR)

Mice underwent visual psychophysical testing using the OptoMotry device (CerebralMechanics, Inc. Cat# D430) to assess spatial frequency threshold and contrast sensitivity as previously described [8].

### 4.9. RPE Flat Mount Morphology and Autofluorescence Analysis

RPE flat mount analysis was performed as previously [21,40,41]. Briefly, each eye following enucleation was placed in Z-fix (Anatech Cat# 170) for 10 min at room temperature and then rinsed up to five times with 0.01M phosphate-buffered saline. On a microscope slide (VWR Cat# 16004-406), radial cuts around the limbus of the eye were made using spring scissors (WPI Cat# 501235) to remove the anterior segment of the eye (cornea and lens). The remaining eyecup was divided into 4 petals and allowed to be flattened against the microscope slide. The now exposed retina was peeled by using Dumont #5/45 forceps (Fine Science Tools Cat# 11251-35) and RPE flat mounts were placed in a 24 well plate (Fisher Cat# 12565501) with 0.01M phosphate-buffered saline and processed immediately for zonula occludins-1 (ZO-1; 1:500, Millipore Sigma Cat# MABT11) and Bmal1 (Cell Signaling Technology Cat# 14020, RRID:AB_2728705) immunostaining. RPE flat mounts were blocked and then incubated with ZO-1 antibody (1:500, Millipore Sigma Cat# MABT11) overnight at 4 °C. Flat mounts were washed and incubated in Alexa Fluor 488 (1:500, goat anti-rat, Invitrogen Cat# A110006) for up to 2 h on a shaker at room temperature. RPE cell junctions were visualized on a confocal microscope (Zeiss LSM 700 microscope, RRID:SCR_017377) in the 488 nm channel, and autofluorescent particles were visualized in the 568 nm channel. In order to determine the number of autofluorescent particles per RPE cell, a pipeline in Cell Profiler (v 2.2.0; CellProfiler Image Analysis Software, RRID:SCR_007358) was created to: (1) identify RPE cells on the isolated RPE flat mount via ZO-1 staining, (2) identify all autofluorescent particles present on the RPE flat mount, (3) create a mask from the ZO-1 labeling to identify RPE cells, and (4) count the number of autofluorescent particles in each RPE cell. Additionally, RPE cell morphology parameters such as area, eccentricity, solidity, and compactness were measured from step 1 on isolated RPE cells, as previously described [28]. For all RPE morphology analyses, only central measurements were made on each RPE petal (up to 1.0 mm from the optic nerve head).

### 4.10. Statistical Analyses

For all datasets analyzed, tests for assumptions of normality by Shapiro–Wilk and assumptions of equal variance by the F-test was carried out prior to any statistical test is applied to assess for differences. Statistical analyses were carried out with either unpaired *t*-tests, one-way ANOVA, or two-way ANOVA. Tukey post hoc multiple comparisons test was carried out with significance set at *p* < 0.05 for all statistically significant ANOVA results with power >0.8. Unpaired *t*-tests for comparison between two groups was set at *p* < 0.05 with power >0.8. All data were expressed as mean ± SEM (standard error of the mean). GraphPad prism (v9.3.1) was the statistical analysis program used for all analyses unless otherwise stated.

## Figures and Tables

**Figure 1:**
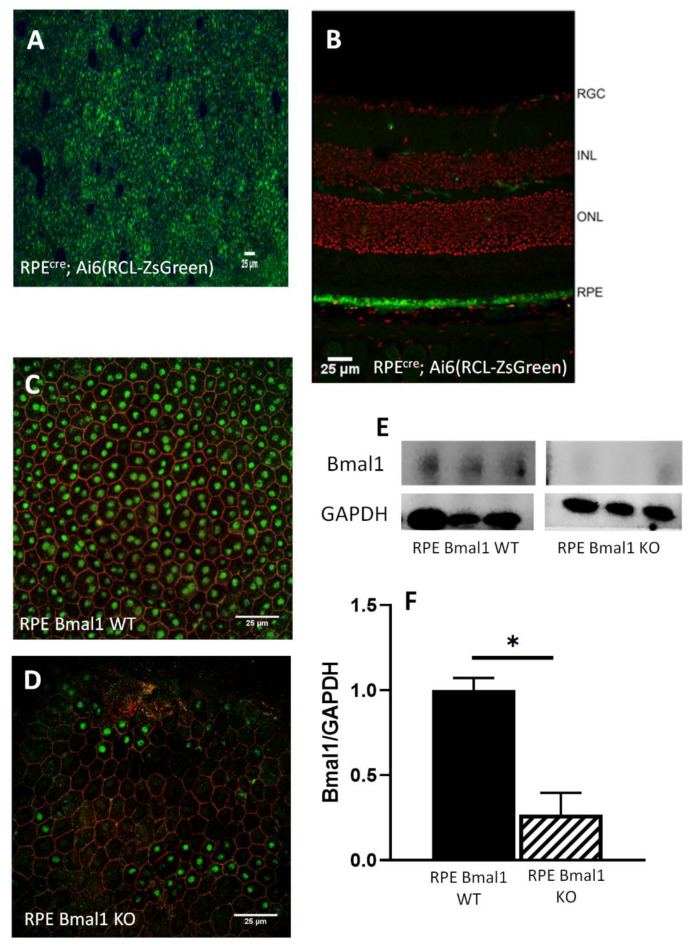
Validation of RPE Bmal1 KO mouse model. RPE cells of RPE^cre^; Ai6(RCL-ZsGreen) mice were visualized *en face* as a flat mount; there was about a 95.8% expression of cre recombinase activity (green) in RPE cells that were demarcated with zonula occludens (**A**; blue). Transverse retinal sections from RPE^cre^; Ai6(RCL-ZsGreen) showed expression of cre recombinase (green) primarily in the RPE cell layer with some unexpected cre recombinase expression in the outer and inner plexiform layer (**B**); the nuclear layers of the retina were stained with propidium iodide (red). Representative microphotographs displaying Bmal1 immunoreactivity (green) in RPE Bmal1 KO and RPE Bmal1 WT mice as prepared in an RPE flat mount with RPE cells demarcated with zonula occludens (red; **C**,**D**). Bmal1 immunoreactivity in RPE cells of RPE Bmal1 KO mice (**D**) was decreased (~70%) compared to expression in RPE Bmal1 WT mice (**C**). To determine the total level Bmal1 protein in the RPE, we measured Bmal1 and GAPDH in total RPE protein extracts by Western blot (**E**,**F**). Bmal1 protein was significantly reduced (about 70%) in RPE Bmal1 KO when compared to RPE Bmal1 WT mice (**F**; * = *p* < 0.05, unpaired *t*-test, *n* = 3 mice/group). Data are expressed as mean ± SEM.

**Figure 2:**
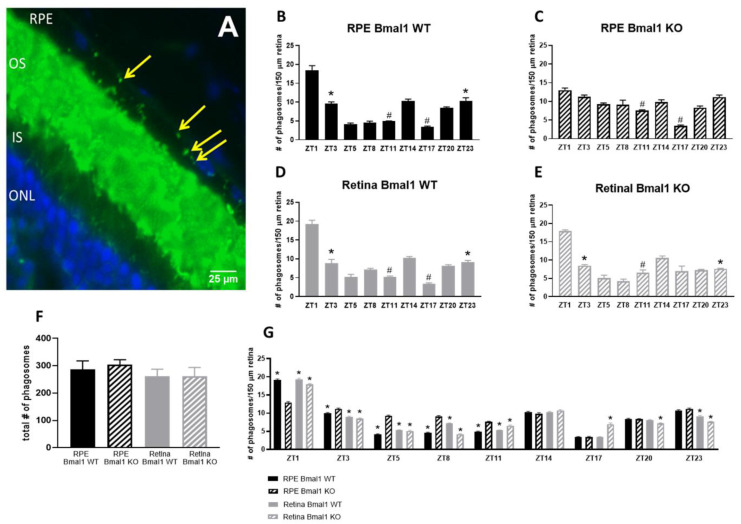
The RPE circadian clock controls the diurnal peak in phagocytosis of POS. One well known function of the RPE is its ability to phagocytose photoreceptor outer segments where a peak in phagocytic activity occurs 1–2 h after onset of light. We wanted to determine whether this function was under circadian regulation, so we used a conditional and inducible Bmal1 knockout in RPE cells. RPE Bmal1 WT, RPE Bmal1 KO, Retina Bmal1 WT, and Retinal Bmal1 KO mice were collected at the following time points: ZT1, ZT3, ZT5, ZT8, ZT11, ZT14, ZT17, ZT20, ZT23 with ZT0 at 7AM (*n* = 4–6 eyes/genotype/time point). A representative microphotograph of a transverse eye section immunostained with anti-rhodopsin antibody (Rho4D2, green) and DAPI (blue) (**A**). Phagosomes (marked with yellow arrows) can be seen as small green particles present in the RPE cell layer (arrows). Bar graphs indicated the number of phagosomes per 150 μm of RPE at different time points in four different genotypes (**B**–**E**,**G**). We then performed various phagocytic peak analyses to determine whether ablation of Bmal1 in the retina or RPE has any effect on the phagocytic capacity of RPE cells. The diurnal phagocytic peak at ZT1 was dampened in RPE Bmal1 KO mice (**C**) while maintained in RPE Bmal1 WT, Retina Bmal1 WT and Retinal Bmal1 KO mice when compared to ZT23 and ZT3 (**B**,**D**,**E**; * = *p* < 0.05, two-way ANOVA, Tukey post hoc). Interestingly, the nocturnal peak observed at ZT14 was maintained in RPE Bmal1 WT, RPE Bmal1 KO, and Retinal Bmal1 WT when compared to ZT11 and ZT17 (**B**,**C**; # = *p* < 0.05, two-way ANOVA, Tukey post hoc). However, this nocturnal peak was only partially observed in Retinal Bmal1 KO mice when compared to ZT11 (**E**; # = *p* < 0.05, two-way ANOVA, Tukey post hoc) and not ZT17 (**E**; *p* > 0.1, two-way ANOVA, Tukey post hoc). No difference was observed in the total number of phagosomes engulfed through the 24 h among the different genotypes (**F**; *p* > 0.1, one-way ANOVA). We then did a group analysis that assessed the phagocytic capacity of Retinal Bmal1 WT, Retinal Bmal1 KO, and RPE Bmal1 WT when compared to RPE Bmal1 KO. Interestingly, all three genotypes demonstrated different phagocytic capacity when compared to RPE Bmal1 KO mice in particular during the daytime period (**G**; * = *p* < 0.05, two-way ANOVA, Tukey post hoc). Data are expressed as mean ± SEM. OS = outer segments; IS = inner segments; ONL = outer nuclear layer.

**Figure 3:**
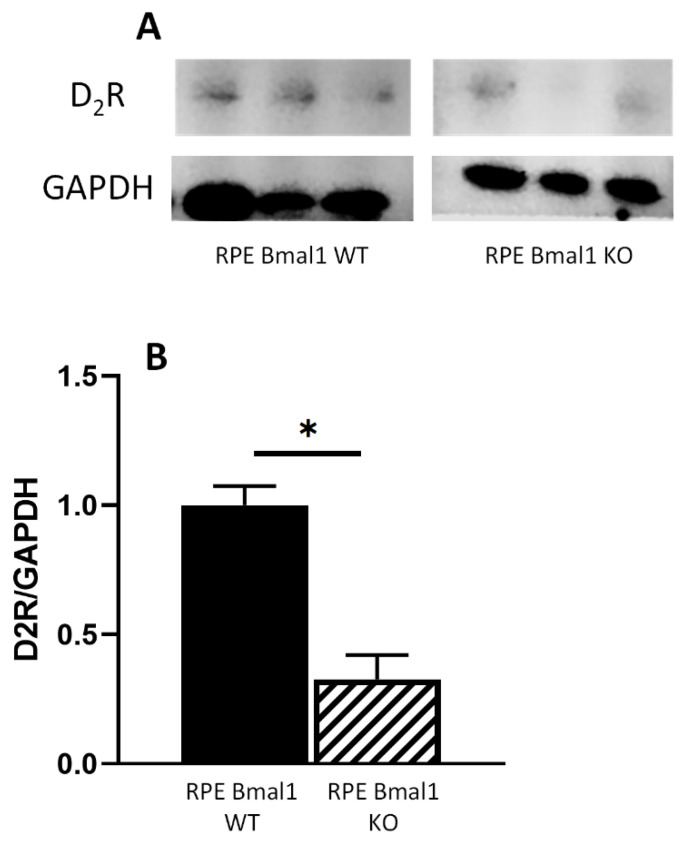
Dopamine 2 receptor protein is decreased in RPE Bmal1 KO mice. We previously identified that dopamine 2 receptor (D_2_R) played a role in mediating the peak in RPE phagocytic activity, leading us to examine the levels of D_2_R protein levels in RPE Bmal1 WT and RPE Bmal1 KO mice. RPE samples were collected at ZT1 (ZT0 at 7AM) and assessed via Western blot analysis. Representative Western blot bands for D_2_R and GAPDH antibodies (**A**). Densitometry analysis of the band intensities indicated a significant reduction in D_2_R protein in RPE Bmal1 KO mice when compared to RPE Bmal1 WT mice (**B**; * = *p* < 0.05, unpaired *t*-test, *n* = 3 mice/group). Data are expressed as mean ± SEM.

**Figure 4:**
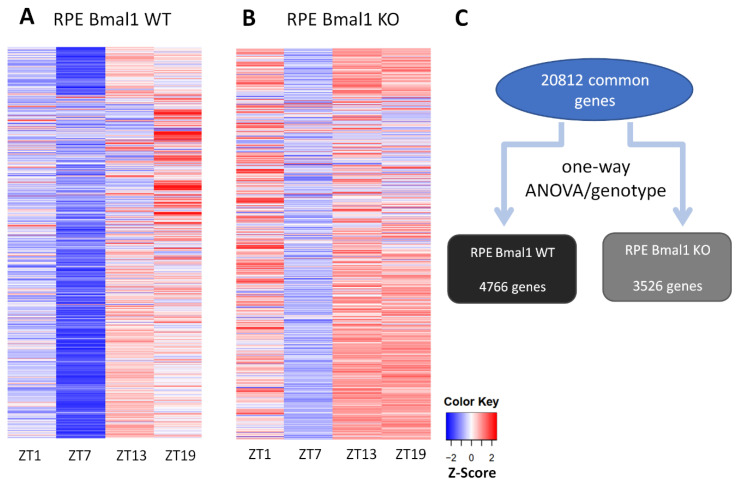
Effect of *Bmal1* removal of the RPE daily transcriptome. RNA-sequencing (-seq) analysis was carried out on RPE samples of RPE Bmal1 WT and RPE Bmal1 KO mice (12–16 weeks of age; *n* = 3 mice/group/timepoint) to assess the role of the RPE clock in rhythmic gene expression. RPE samples were collected at ZT1, ZT7, ZT13, ZT19 with ZT0 at 7AM and high throughput RNA-seq analysis was carried out. Individual transcripts were assessed following mapping to the mouse genome (mm10); the mapped transcripts were quantified as fragments per kilobase of exon per million mapped fragments (FPKM). Using the newly calculated FPKM values, all transcripts common to all datasets were mapped as a heatmap for each genotype across the time points sampled (**A**,**B**). Visually, there was a difference in the z-score distribution of the FPKM values when comparing RPE Bmal1 WT (**A**) and RPE Bmal1 KO (**B**). A transcriptional variance analysis was performed within each genotype across the time points and demonstrated that 4766 genes (about 20%) in RPE Bmal1 WT showed daily variation across the four time points, while the number of genes that varied across the different time points was decreased to 3526 genes in RPE Bmal1 KO samples (**C**; adj. *p*-value < 0.05, one-way ANOVA, Tukey post hoc). The RNA-seq raw and processed data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE191104 (Available online: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191104 (accessed on 3 April 2022)).

**Figure 5:**
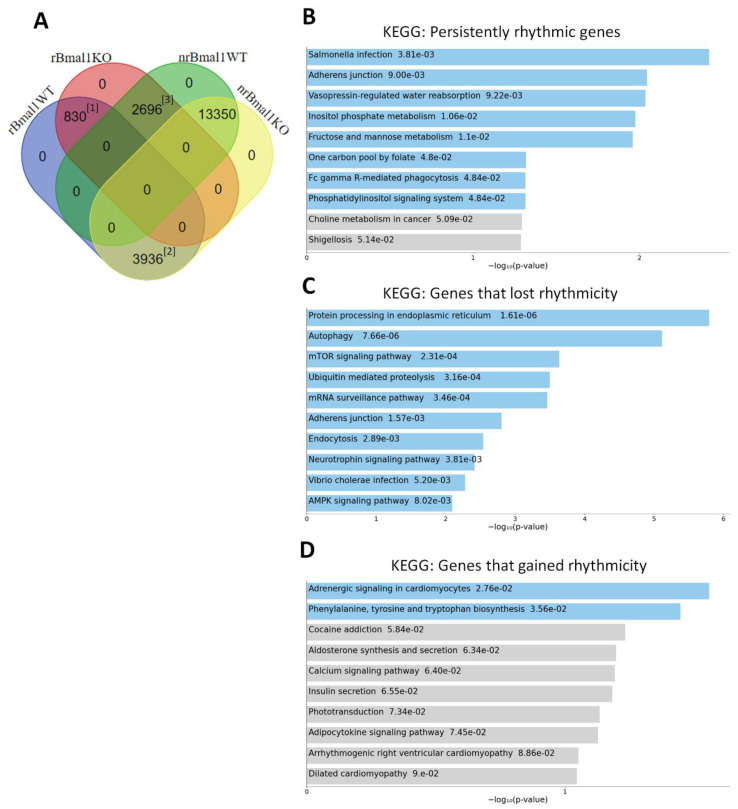
Effect of *Bmal1* removal on the transcription of daily biological pathways. Isolated RPE samples were collected at different time points (ZT1, ZT7, ZT13, ZT19; ZT0 = light onset at 7AM) were subjected to high throughput RNA-sequencing analysis and a rhythmic analysis performed within each genotype. Taking the rhythmic (r) and non-rhythmic genes (nr) datasets, a Venn diagram analysis was carried out (**A**). This comparison analysis revealed that 830 protein coding transcripts remained rhythmic despite the loss of *Bmal1* in the RPE (**A**^[1]^). Additionally, 3936 protein coding transcripts that were rhythmic in RPE Bmal1 WT samples loss rhythmicity in RPE Bmal1 KO samples (**A**^[2]^). Interestingly, 2696 protein coding transcripts that were not rhythmic in RPE Bmal1 WT samples were now rhythmic in RPE Bmal1 KO samples (**A**^[3]^). A total of 13,350 protein coding transcripts were identified to be non-rhythmic in both genotypes (**A**). KEGG pathway analysis indicated that the 830 protein coding transcripts are involved in RPE cell maintenance such as cell morphology, transepithelial transportation, metabolic processes, and background phagocytic processes (**B**); 3936 protein coding transcripts that lost rhythmicity in RPE Bmal1 KO are possibly involved in mediating the peak in phagocytosis of photoreceptor outer segments and turnover of engulfed outer segments (**C**); 2696 protein coding transcripts that gained rhythmicity in the absence of *Bmal1* did not indicate any particular pattern of activated pathways with only 2 KEGG pathways being statistically significant (**D**).

**Figure 6:**
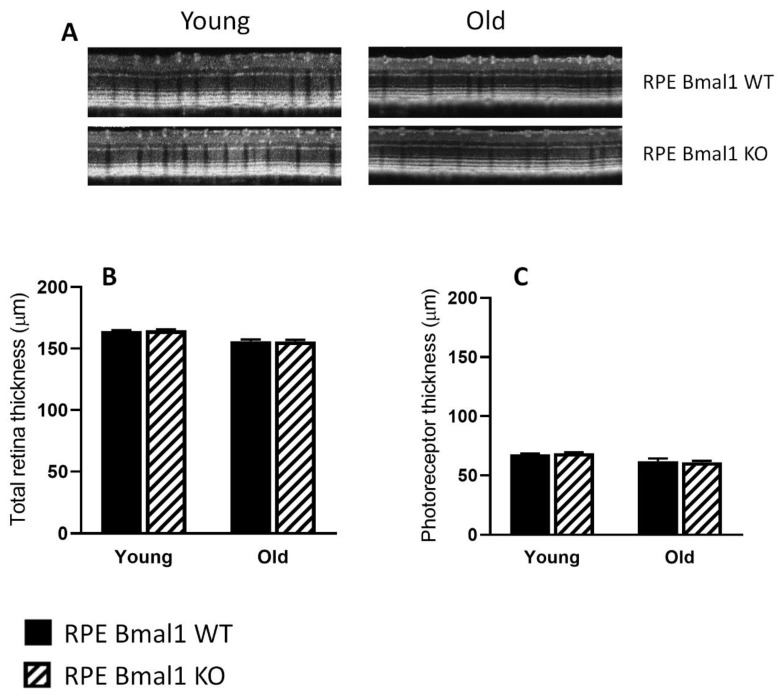
Retinal thickness is not affected by disruption of the RPE circadian clock. Retina thickness was assessed to determine if there were any age-related effects that could be observed with a circadian disruption in the RPE. Representative retinal images taken with SD-OCT from young and old RPE Bmal1 WT and RPE Bmal1 KO mice (**A**). Total retinal thickness was not affected in the RPE of mice lacking *Bmal1* in the RPE at any age measured (**B**; *p* > 0.1, two-way ANOVA, Tukey post hoc, *n* = 4–6/group). No differences were observed in the thickness of the photoreceptor layer between the two genotypes at both ages (**C**; *p* > 0.1, two-way ANOVA, *n* = 4–6 mice/group). Data are expressed as mean ± SEM.

**Figure 7:**
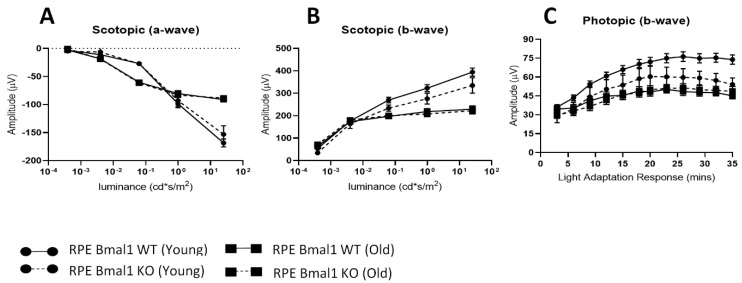
Functioning of rods and cones are not affected by the loss of *Bmal1* in the RPE. Retina function was assessed with electroretinography at the level of both rod (i.e., scotopic) and cone (i.e., photopic) photoreceptors. At both ages examined, there was no difference in rod photoreceptor function in RPE Bmal1 KO when compared to RPE Bmal1 WT (**A**,**B**; *p* > 0.1, two-way ANOVA, *n* = 4–6/group). Additionally, cone photoreceptor function was also not affected in RPE Bmal1 KO when compared to RPE Bmal1 WT mice at all ages (**C**; *p* > 0.1, two-way ANOVA). Data are expressed as mean ± SEM.

**Figure 8:**
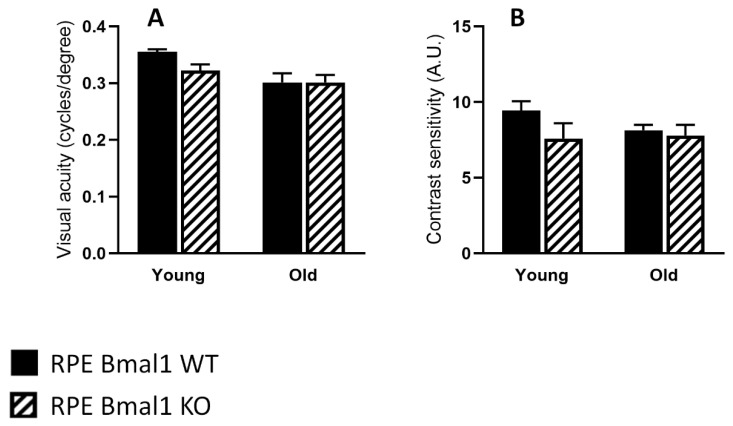
Psychophysical measurements of visual function are not affected by the absence of *Bmal1* in RPE cells. Visual function was assessed with an optomotor response protocol. No differences were observed in visual acuity (**A**, *p* > 0.1, two-way ANOVA) in RPE Bmal1 KO mice when compared to similarly aged RPE Bmal1 WT mice. Contrast sensitivity was also not affected in RPE Bmal1 KO when compared to RPE Bmal1 WT at all the ages tested (**B**; *p* > 0.1, two-way ANOVA, *n* = 4–6/group). Data are expressed as mean ± SEM.

**Figure 9:**
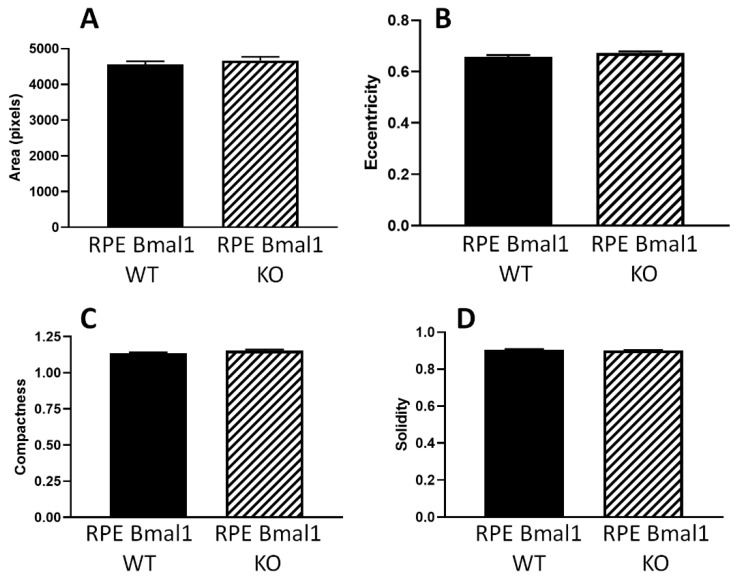
RPE morphology is not affected with loss of *Bmal1* in the RPE. Because RPE cells have a unique cell morphology, we were interested to determine if cell shape parameters would change as a result of prolonged circadian disruption. Using cell profiler (v2.2.0), we were able to measure the area, eccentricity, compactness, and solidity of RPE cells. No differences were observed in any of the four shape parameters measured in old RPE Bmal1 KO mice compared to RPE Bmal1 WT mice (**A**–**D**; *p* > 0.05, unpaired *t*-test, *n* = 5–6/group). Data are expressed as mean ± SEM.

**Figure 10:**
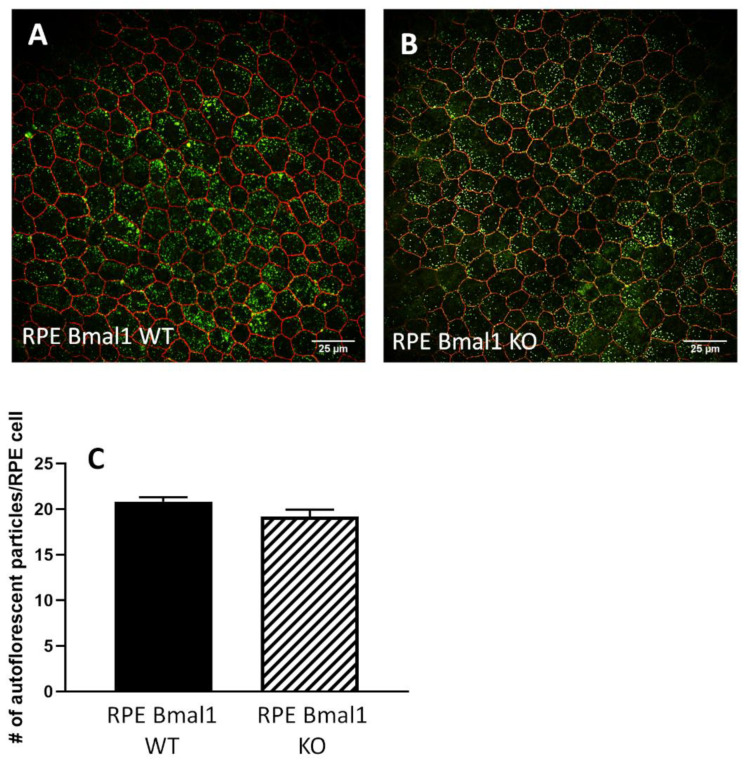
Autofluorescent particle accumulation is not affected by disruption of the RPE circadian clock. We sought to measure the amount of autofluorescence in RPE cells with chronic disruption to the circadian clock in RPE cells. RPE sheets prepared as a flat mount, we quantified the number of apical autofluorescent particles in isolated RPE cells in both old RPE Bmal1 WT mice and RPE Bmal1 KO mice (**A**,**B**). No differences were observed in the number of accumulated apical autofluorescent particles as a result of the loss of the RPE circadian clock (**C**; *p* > 0.1, unpaired *t*-test, *n* = 5–6/group). Data are expressed as mean ± SEM.

## Data Availability

The RNA-seq raw and processed data presented in this publication have been deposited in NCBI’s Gene Expression Omnibus and are openly accessible through GEO Series accession number GSE191104 (Available online: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191104 (accessed on 3 April 2022)). The raw data for SD-OCT and ERG and respective analysis are available upon request to the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

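RNA-seq was analysed from 24 samples, 3 mice for each combination of 2 genotypes (RPE Bmal1 WT and RPE Bmal1 KO) and 4 time points. The mice were 12 to 16 weeks old. The paper gives the doxycycline diet, from postnatal day 60 to 74, to the RPE Bmal1 KO mice and a control diet to RPE Bmal1 WT mice, while the sample records give doxycycline food for every sample, so the groups were formed by genotype and time point.

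The authors aligned the reads to mm10 with Bowtie2 and produced the deposited counts with HTSeq, for which the sample records give versions 2.3.4 and 0.9.1. These are whole-number counts per gene without normalization. The authors then computed CPM and FPKM, filtered genes of photoreceptors and choroid with a published dataset, kept transcripts common to all datasets, tested each genotype by one-way analysis of variance with Benjamini-Hochberg adjustment, and ran a KEGG analysis. The filters are not applied in the deposited counts, and the published dataset behind them and KEGG were not used here. Besides the sample columns the table holds 11 further columns, with values in 30 rows, which were not used.

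Of 53700 gene identifiers, 52093 matched the GENCODE mouse annotation release 21 for names, types and positions and 1607 did not. Total counts per sample ran from 2069527 to 10572612. Genes were kept by filterByExpr over the 8 groups with a minimum count of 10, which left 24965. The main tests were edgeR 4.0.16 quasi-likelihood F-tests with TMM scaling in R 4.3.3, at a Benjamini-Hochberg adjusted p under 0.05. Time was tested within the 12 samples of each genotype. Sex was not a term in any model. The genotype by time difference, the averaged KO minus WT difference and the difference at each time point were tested in all 24 samples with one estimate of the spread. Levels are CPM with TMM scaling, and log2 CPM used a prior count of 2. The linear model on unlogged CPM used scaling by library size alone.

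Gene lists were written by hand from general knowledge, 50 in all, and tested for enrichment with Fisher's exact test, for a genotype shift with camera in limma 3.58.1 (preset correlation 0.01, and estimated) and by exact permutation of the genotypes within time points. The genes to be named were those of the 2 clock lists, those the paper names, and up to 10 genes per test with the largest differences among genes past the threshold, at a mean of at least 1 CPM. The time tests, the averaged genotype test, the genotype test at ZT1 and the genotype by time test were tested on simulated counts. These were drawn for each gene on its own around its mean over all libraries, at the depths of the libraries. Of the genes with a mean of at least 1 CPM, 200 were changed, 100 by 2-fold and 100 by 4-fold. Genes that rise together in single libraries were not simulated.

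The alternatives tried were median-of-ratios scaling, library size alone, scaling without mitochondrial and the 50 most abundant genes, DESeq2 1.42.0, limma-trend, a linear model per gene on unlogged CPM, a cosine curve with a period of 24 h, other filters on low counts, protein-coding genes only, removal of the photoreceptor and choroid lists, a 1.5-fold threshold, a shared spread, the replicate number as a block, and leaving out each library in turn. Tests without the 5 libraries rich in receptor counts, without every library numbered 1, with robust estimation of the spread and on raw counts were added after the data were seen, as was the test of time over both genotypes together.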

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

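The tests of depth, of time point and genotype, of rods alone and the repeat without Defb1 were chosen only after the result was seen, as were the limit of 500 CPM for receptor genes and the reading of the genomic DNA test.

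Counts on olfactory and vomeronasal receptor genes, which the paper does not analyse, reached 3470 CPM in the first replicate of RPE Bmal1 WT at ZT19 and lay over 500 CPM in 5 libraries. Time point or genotype is argued against, since 0 of the 10 other replicates of the same groups lay over that limit. Low depth stays open, because 0 libraries with fewer counts than the deepest of the 5 lay at or below the limit. Genomic DNA was tested with 99 taste receptor, trace amine receptor and beta-defensin genes, and in 3 of the 5 libraries their share lay above every other library, which meets the outcome set in advance as speaking against genomic DNA; that outcome was set aside afterwards, because Defb1 alone gave 80.1% of these counts in the other 19 libraries. Without Defb1 it was 4 of 5, the lowest of the 5 at 12.1 CPM (29 counts, upper 95% Poisson limit 17.3) against 13.5 for the highest of the others, and as this interval too was added after the value was seen, genomic DNA may be a source but is not shown.

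Retina marker genes, in data the paper filtered out, had higher means in RPE Bmal1 KO, and the log2 difference of the rod list was 1.00 (mean 6.16 against 5.16). A change inside rods alone is argued against, since the inner retina list, which shares no gene with it, had a difference of 0.62 (standard error 0.27). With the rod list mean as a covariate that difference was 0.11 (standard error 0.17), and that of the cones went from 0.68 to 0.11, so more neural retina in the RPE Bmal1 KO samples may account for these lists. The Muller glia list differed by 0.05 (exact permutation p = 0.494, mean 6.82 in RPE Bmal1 WT). Over the libraries its mean ran from 6.55 to 7.18, while the rod mean ran from 3.60 to 7.80. It moved far less than the rod list in any case, so it cannot decide on retina content. More neural retina is possible but not shown, and an effect of genotype or diet was not tested and stays open. Gnat1, the rod transducin subunit, had 242 ± 151 CPM in RPE Bmal1 WT and 1250 ± 750 CPM in RPE Bmal1 KO at ZT1 (SD, n = 3), and was named after its values were seen.

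At ZT1, 820 genes differed between the genotypes by edgeR when only the 6 samples of that time point entered the fit, a difference the paper does not analyse. Cryaa, a lens gene outside those the paper discusses, had 6451 CPM in the second replicate of RPE Bmal1 KO at ZT1, and 6 libraries of both genotypes lay over 200 CPM.

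Other splits of the samples were counted beside each result. For time in RPE Bmal1 KO 12 of 80 splits gave at least 2 genes (highest other 3835), for time over both genotypes 4 of 40 gave at least 9 (highest other 991), and for gene lists 40 of 100 gave at least 17 (highest other 30), so chance is not excluded in these. Where the real count is 0 every split gives as many, which says nothing about chance: 80 of 80 for time in RPE Bmal1 WT (highest other 656), 40 of 40 for the difference in time course (highest other 293) and 40 of 40 for the averaged genotype difference (highest other 1950). At ZT1, ZT7, ZT13 and ZT19 the 10 splits of each are too few for a share under 0.05, with 10 of 10 at the real value of 0 and 0 as the highest other. In RPE Bmal1 WT 3 of 3 splits with over 100 genes put 2 or more of the receptor-rich libraries in one group, against 11 of all 79 other splits. That is a hint of a structure of the samples, which was not tested. In RPE Bmal1 KO 5 of 5 such splits did, but so did 52 of all 79, so this tells little there.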

How the results depend on the processing

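The settings without the 5 receptor-rich libraries, without every library numbered 1 and on raw counts, and the test over both genotypes together, were chosen only after the result was seen. The difference in time course (0 genes) and the genotype difference at ZT13 and ZT19 (0 genes) held under every alternative run. Time-varying genes in RPE Bmal1 KO, 2 by edgeR, numbered 0 with library size alone, with a linear model on unlogged CPM, with an F-test on raw counts and with a shared spread, 1 with at least 1 count in every sample, 50 with DESeq2, 60 without a filter, 24 without the 5 receptor-rich libraries (Chil1 kept, Nr1d1 lost, and 11 of the 24 in the lens and cornea list) and 11 without every library numbered 1 (both lost, and 7 of the 11 in that list). Of these, the ones not called in RPE Bmal1 WT numbered the same except 46 with DESeq2 and 27 without a filter, and were 1 where the unadjusted p in RPE Bmal1 WT had to exceed 0.05 and 0 where the difference in time course had to pass. In RPE Bmal1 WT the count of 0 became 24 with DESeq2 and 789 without a filter, of which 20 and 756 were not called in RPE Bmal1 KO and 4 and 33 were called in both. The averaged genotype difference was 1 gene without a filter, ZT1 gave 2 with DESeq2, 118 without a filter and 820 in its 6 samples alone, and ZT7 gave 4 with DESeq2 and 9 without a filter. Time over both genotypes, 9 genes, gave 78 with DESeq2, 5 without the 5 receptor-rich libraries and 16 without every library numbered 1. Of the time-varying RPE Bmal1 KO genes 50% were lowest at ZT7, 0% with a 24 h cosine and 100% with at least 1 count in every sample. The same share in RPE Bmal1 WT has no value with 0 genes; it was 41.7% of 24 genes with DESeq2, 26% of 789 without a filter and 100% of 13 without the second replicate of ZT1. Enriched pairs of a gene list and a group of called genes went from 0, with 2 called genes to test, to 5 with DESeq2, where the core clock list counts in 2 groups, and shifted gene lists from 17 to 0 with an estimated correlation. The cause of these changes was not tested.

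Leaving out each replicate in turn gave 0 to 13 genes in RPE Bmal1 WT and in RPE Bmal1 WT only (13 without the second replicate of ZT1). In RPE Bmal1 KO and in RPE Bmal1 KO only it gave 0 to 24, with 24 without the first replicate of ZT1 (11 of them in the lens and cornea list), 10 without the third of ZT7, 0 without replicate 2 or replicate 3 of ZT1 or replicate 1 or replicate 2 of ZT7, and 1 without any one of ZT13 or replicate 1 or replicate 3 of ZT19. It gave 0 to 321 for the averaged genotype difference (321 without the second replicate of RPE Bmal1 WT at ZT13), 0 to 4 at ZT7 (4 without the third replicate of RPE Bmal1 WT at ZT7), 8 to 61 for time over both genotypes (61 without the third replicate of RPE Bmal1 KO at ZT7) and 33.3% to 100% for the share lowest at ZT7 in RPE Bmal1 KO (100% without any one of ZT13 or replicate 1 or replicate 3 of ZT19).

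With the replicate number as a block, 46 genes varied in RPE Bmal1 KO, 46 of them in RPE Bmal1 KO only, and no other count moved. Of 28 pairs each with the numbers 1, 2 and 3, 17, 12 and 16 had deviations correlated above 0.1, so not every pair did. Yet 19 of 24 libraries correlated best with one of the same number, and the receptor-rich libraries were all numbered 1. This is a hint, from the data and not the design, that libraries of one number share a structure. Its source was not tested, so a link between the numbers and the samples stays open. What depth limits was not tested, and at this depth and number of samples the time test in RPE Bmal1 KO recovered 7 of 100 simulated genes at 2-fold and 72 of 100 at 4-fold, and the test over both genotypes 52 and 94. The simulated genes were drawn independently, so these shares may be too high for the real data.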

Differences from the paper's values

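None of the tests set beside the paper's values was chosen only after the result was seen, except the test on raw counts named below.

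The paper's 4766 genes varying among the time points in RPE Bmal1 WT stand beside 0 here, at an adjusted p under 0.05, and all 38 alternatives set before the data were examined differ as well (0 to 789). The paper's methods name the Benjamini-Hochberg adjustment and its results name Tukey's test, so it is not certain that its p was adjusted across genes, as it is here. For RPE Bmal1 KO the paper's 3526 stand beside 2, and all 38 alternatives differ (0 to 60). The paper's 830 genes varying in both genotypes stand beside 0, and all 38 differ (0 to 33). The paper's 3936 genes varying in RPE Bmal1 WT and not in RPE Bmal1 KO stand beside 0, and all 40 differ (0 to 756), and the paper's 2696 varying in RPE Bmal1 KO and not in WT stand beside 2, and all 40 differ (0 to 46). For genes varying in neither genotype the paper's 13350 stand beside 24963, which counts all gene types, and of 38 alternatives the one with protein-coding genes only lies within 1.5 times the paper's value (16720) and 37 do not. The paper's share of about 20% in RPE Bmal1 WT stands beside 0%, and all 38 alternatives differ (0% to 1.63%). An F-test on raw counts without scaling, chosen after the values were seen, gave 0 genes in both genotypes. The paper filtered photoreceptor and choroid genes with a public dataset that was not used here, and the lists written in their place gave 0 genes in RPE Bmal1 WT and 2 in RPE Bmal1 KO.

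The paper states that fewer transcripts varied in RPE Bmal1 KO than in RPE Bmal1 WT. Here the counts were 2 in RPE Bmal1 KO and 0 in RPE Bmal1 WT, so the order is not the paper's. The order was also not the paper's with DESeq2 (50 and 24) or with the replicate number as a block (46 and 0). It was the paper's without a filter on low counts (60 and 789) and without the second replicate of RPE Bmal1 WT at ZT1 (2 and 13). At an unadjusted p under 0.05, where chance gives 1248, it was the paper's by edgeR (515 and 617). A linear model on unlogged CPM gave the reverse at that threshold, with 718 genes in RPE Bmal1 KO and 461 in RPE Bmal1 WT. In Fig. 4A most genes are lowest at ZT7 in RPE Bmal1 WT. Here 30.4% of the 24965 tested genes had their lowest mean at ZT7 and 34% of the 617 genes with an unadjusted p under 0.05 did. With a linear model on unlogged CPM, scaled by library size alone, 282 of 461 such genes did, which is most of them. Under that scaling 46.3% of all tested genes did, and 30% without the first replicate of RPE Bmal1 WT at ZT7. The 282 were not counted without that library, so its part in them is not known.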

Other observations

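The weighing of a single library at ZT7 was set in advance; the genes named at ZT1 and the choice of their lists were chosen only after the result was seen.

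When the 6 samples of ZT1 were fitted alone, genes of rods, cones and the inner retina differed between the genotypes. The main edgeR test over all 24 samples called 0 genes at ZT1, with 2494 at an unadjusted p under 0.05. In the 6 samples of that time point, 754 genes were higher and 66 lower in RPE Bmal1 KO by edgeR, where 3731 had an unadjusted p under 0.05, while 0 genes passed at ZT7, ZT13 or ZT19 in their own 6 samples. All 30 rod markers, 28 of 31 phototransduction genes, 13 of 28 inner retina markers, 10 of 14 cone markers and 8 of 16 lens and cornea markers were higher. The lens list did not move with the rods in every library: its mean (log2 CPM) was 7.12 and 6.55 in replicates 2 and 3 of RPE Bmal1 KO, but 2.69 in replicate 1, where the rod mean was 6.62, against 2.53 to 4.23 in RPE Bmal1 WT at the same time point. Opn1sw, the short-wavelength cone opsin, had a log2 difference of 3.03 (standard error 0.29, adjusted p = 0.00707 from edgeR), Grm6 of bipolar cells 3.11 and Gad1 of amacrine cells 2.91. Rpe65, an enzyme of the visual cycle in the RPE, had -0.58 (adjusted p = 0.198 from edgeR), and 0 of 30 RPE markers passed. The Y-linked genes Uty and Eif2s3y had log2 differences of -8.86 and -8.06, and Xist lay over 500 CPM in 15 libraries, among them all 3 of RPE Bmal1 KO at ZT1 and 1 of 3 of RPE Bmal1 WT at ZT1.

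With counts scaled by library size alone, 46.3% of the tested genes had their lowest mean at ZT7 in RPE Bmal1 WT. Without the first replicate of RPE Bmal1 WT at ZT7, which had 41.7% mitochondrial counts, the share was 30%, and with TMM scaling of all 12 samples it was 30.4%. This library may therefore account for the excess under that scaling. Without the third replicate of RPE Bmal1 WT at ZT7 the share was 64.8%, so the share depends on which of the 3 libraries of that group are used.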
